A study of Homo sapiens with 2 samples. Its data were reported in "Stop codon context influences genome-wide stimulation of termination codon readthrough by aminoglycosides" (2020).

How the data were processed

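Ribosome profiling sequences the fragments of mRNA that ribosomes protect from nuclease, so the position of each ribosome-protected fragment (RPF) marks a translating ribosome. The data analysed here were 2 libraries of HEK293T cells, an established human embryonic kidney line: 1 library of untreated cells and 1 library of cells given 500 μg/mL G418 for 24 h. G418 is an aminoglycoside (AG), an antibiotic class that binds the decoding centre of the ribosome. Samples were grouped by the treatment given in their labels. There was 1 library per group and no replicate.

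Per the paper's methods, the authors collapsed reads that shared both their sequence and their unique molecular identifiers (UMIs). They trimmed adapters and removed reads on ribosomal and other noncoding RNA. The rest were aligned to the human genome assembly hg38 with STAR guided by GENCODE version 30. A read could match up to 200 positions, and only its primary alignment was kept. Reads shared by near-identical copies of a gene can therefore be placed on either copy. The authors placed RPFs of 28 to 35 nt at the ribosomal A site and counted them on 1 transcript per protein-coding gene. They also discarded transcripts whose UTRs overlap annotated pseudogenes.

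The authors deposited raw read counts for the 5′UTR, the CDS, the 3′UTR and the whole mRNA of each transcript. Their counts leave out the first 18 and last 15 nt of the CDS and the 6 nt of each UTR next to it. The authors scaled these counts to RPM, in which the total is all reads of 15 to 40 nt assigned to transcripts. Deposited RPKM values divide the RPM of a region by its length in kb. The deposited ratio named RRTS (ribosome readthrough score) divides the RPKM of the 3′UTR between the normal termination codon (NTC) and the first in-frame 3′UTR termination codon (3′TC) by the RPKM of the CDS. For a transcript with no in-frame 3′TC that region runs to the end of the 3′UTR. The deposited tables list transcripts with a CDS density of at least 1 RPKM and at least 18 nt to the 3′TC: 8734 in the untreated library and 8742 in the G418 library, of which 8503 are in both.

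Whole reads were recovered from the RPM columns. In all RPM columns used, 100% of values were whole multiples of the value of 1 read, which was 0.326 RPM in the untreated library and 0.214 RPM in the G418 library. These steps correspond to 3067568 and 4677485 assigned reads. The raw mRNA counts were 1 read or so below the recovered reads in 1 transcript of the untreated table and in 296 of the G418 table, so the recovered reads were used for region totals, and the raw counts for the read minimums. RRTS recomputed from the recovered reads equalled the deposited RRTS in every row.

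Shares of reads per region were compared between the libraries with 2-sided Fisher's exact tests on pooled reads. Such tests compare these libraries, not the conditions. RRTS was analysed over transcripts with at least 128 raw mRNA reads in both libraries and at least 18 nt to the 3′TC. The change in readthrough of each transcript was tested with a 2-sided Fisher's exact test of reads between NTC and 3′TC against CDS reads, with Benjamini-Hochberg adjustment at 0.05. Classes of transcripts were compared by the probability that a transcript of one class exceeds one of another, which is the Mann-Whitney U divided by the number of pairs, with ties shared equally. Its 95% intervals came from 1000 bootstrap resamples of transcripts. No p-value across transcripts was computed, since transcripts are not replicates. Lists of transcripts were placed as percentiles among 10000 random lists of the same size, matched on mean expression in 10 bins. Random lists were drawn from all transcripts of a bin, members of the list included. The variance of RRTS ranks explained by a factor was eta squared. Density beyond the first in-frame 3′TC was taken to the end of the 3′UTR, over transcripts with at least 30 nt beyond it. CDS fold changes were log2((RPM in G418 + 0.5)/(RPM in untreated + 0.5)) over transcripts with at least 256 raw CDS reads summed over both libraries. That scale understates the change of low genes.

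Shares carry Wilson 95% intervals and medians carry binomial order-statistic intervals. The smallest share of mRNA reads the depth can show, taken as 3 reads, was 0.000163% in the untreated library and 0.000115% in the G418 library. Reads with the same sequence and UMI were collapsed by the authors, and intervals and floors cover counting error only.

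The rule for named genes was fixed in advance: the genes HSPA1B, APRT, HIST1H4J, SELENOH, GPX4, AMD1 and ATF4; the 5 transcripts with the highest RRTS in the G418 library among those with at least 50 reads between NTC and 3′TC; and the 5 largest rises and 5 largest falls of CDS fold change. GPX4 was not analysed here. Gene groups were also fixed in advance: histone genes as those whose symbols begin with HIST, which leaves out histone genes with other symbols, and lists of selenoproteins and of chaperones and foldases. Genes named outside this rule are marked as chosen after their values were seen. Sequences and coordinates came from GENCODE version 44 on hg38, the assembly the authors used. Of the 8503 transcripts, 8207 (96.5%) had the same CDS length, stop codon and +4 nucleotide in version 44.

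Alternatives covered leaving out the 50 transcripts with most reads in a UTR, the threshold on adjusted p, all mRNA reads in place of CDS reads for gene groups, the read minimum, the minimum region length, thinning of the deeper library, leaving out transcripts with RRTS 0, pooling over transcripts, the pseudocount, and scaling by DESeq2 size factors or by edgeR's TMM. Several alternatives were added after seeing the data: leaving out transcripts with no 5′UTR after the inset, leaving out EDARADD, leaving out 3′UTRs that share a 28 nt sequence with the CDS of another gene, leaving out transcripts with no in-frame 3′TC, ranking class means in place of class medians, and dividing reads by those expected from the CDS density of each transcript. Tests were run with Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The procedures were tested on simulated data. With 200 of 3019 transcripts raised 8-fold, drawn from those with more than 1 untreated read expected between NTC and 3′TC, the readthrough test recovered 76.0% of them with 0 false calls. With 200 of 3359 transcripts changed 3-fold, all 200 passed the 2-fold threshold with 0 false calls. Other libraries of the study and RNA-seq were not analysed here.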

Results

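Ribosome profiling of HEK293T cells was compared between 1 untreated library and 1 library of cells given 500 μg/mL G418 for 24 h. The tables held 1839866 raw mRNA reads in the untreated library and 2617851 in the G418 library. The median transcript had 76 raw mRNA reads in the untreated library and 115 in the G418 library, so the deeper library gives the more precise values. The 10 transcripts with most CDS reads took 5.14% of CDS reads in the untreated library and 4.63% in the G418 library. Without replicates, no difference below could be set against variation between libraries of the same group.

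The first question was whether G418 moves RPFs into 3′UTRs, as ribosomes that fail to terminate at the NTC would. The 3′UTR held 6459 reads in the untreated library, or 0.351% of the reads on mRNA (95% Wilson interval 0.343% to 0.360%). In the G418 library it held 34483 reads, or 1.32% (interval 1.30% to 1.33%). The G418 share was 3.75 times the untreated share, a difference of 0.966 percentage points (interval 0.9498 to 0.9823). Fisher's exact test on the pooled reads gave an odds ratio of 3.79 and a p-value too small for double precision, listed as 0. That test compares these libraries, not the conditions. The alternative that moved this difference most was the median over transcripts, 0.835 percentage points. CDS reads made up 94.6% of the untreated library and 93.9% of the G418 library.

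The 5′UTR share was compared the same way. The paper also describes G418 as disturbing initiation, from a higher peak of ribosomes at start codons. The counts used here leave out the stretch on either side of the start codon. The 5′UTR share therefore cannot test that effect, and nothing about initiation is concluded from it. The 5′UTR share was 5.01% in the untreated library (95% Wilson interval 4.98% to 5.04%) and 4.82% in the G418 library (interval 4.79% to 4.84%). Fisher's exact test gave an odds ratio of 0.960 and p = 1.80e-20, again for these libraries only. In 35 transcripts the annotated 5′UTR was no longer than the inset, and these carried 9.69% of untreated and 9.54% of G418 5′UTR reads. Without them the shares were 4.57% and 4.40%.

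Readthrough of single transcripts was measured with RRTS over 3019 transcripts. The median region from NTC through 3′TC was 63 nt long. In 156 of the transcripts (5.17%), which had no in-frame 3′TC, the region ran to the end of the 3′UTR. Leaving these out, an alternative chosen after seeing the data, gave a median RRTS of 0.109 in G418. The median RRTS was 0 in the untreated library and 0.107 in the G418 library (95% order-statistic interval 0.1005 to 0.1142). The mean was 0.0384 in the untreated library and 0.178 in the G418 library. The middle 50% of transcripts lay between 0.0176 and 0.226 in G418. RRTS was above 0 for 967 transcripts in the untreated library, 32.0% (95% Wilson interval 30.4% to 33.7%), and for 2313 in the G418 library, 76.6% (interval 75.1% to 78.1%). This share depends on depth, and thinning the G418 reads to the untreated total lowered it to 70.9%. RRTS was higher in G418 for 2161 transcripts, lower for 238, and 0 in both libraries for 620. Pooled over transcripts, density between NTC and 3′TC was 3.32% of CDS density in the untreated library and 19.4% in the G418 library. Weighting each transcript by its own CDS density, an alternative chosen after seeing the data, gave 1.56% and 9.15%.

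Fisher's exact tests per transcript called 286 of the 3019 transcripts higher in G418 (9.47%) and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 557 were higher and 1 lower. Many transcripts had too few reads between NTC and 3′TC for a call: these regions held 2324 reads in total in the untreated library and 18916 in the G418 library. On simulated data the test recovered 76.0% of transcripts raised 8-fold, even among those with more than 1 expected untreated read in the region, so a transcript without a call was not shown to be unchanged.

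The study also asked where density falls along the 3′UTR, since ribosomes that read through the NTC should stop at later in-frame stop codons. In-frame 3′TCs were present in 95.3% of the transcripts in each table. Over 2721 transcripts with at least 30 nt beyond the 3′TC, the untreated library had 1879 reads before the 3′TC and 2358 beyond it. The G418 library had 15760 reads before it and 7166 beyond it. Pooled reads per nt beyond the 3′TC were 7.32% of those before it in the untreated library and 2.65% in the G418 library. As ratios these were 0.0732 (bootstrap 95% interval 0.0448 to 0.126) and 0.0265 (interval 0.0213 to 0.0354), and the intervals do not overlap. The transcript of EDARADD, chosen after its values were seen, held 32.3% of the untreated and 13.7% of the G418 reads beyond the 3′TC, and 0 of the reads before it. Leaving it out, an alternative chosen after seeing the data, gave 0.0496 (interval 0.0429 to 0.0573) in the untreated library and 0.0229 (interval 0.0208 to 0.0252) in G418. Density before the 3′TC was 20.1% of CDS density in G418 and 3.36% in the untreated library. Density beyond it was 0.535% in G418 and 0.246% in the untreated library. Among 3′UTRs with at most 300 nt beyond the 3′TC, the ratio in G418 was 0.179, the alternative that moved it most. As a median over transcripts with at least 20 reads before the 3′TC in G418, the order of the libraries changed, with 0.00457 in the untreated library and 0.0183 in G418.

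**Figure D1:**
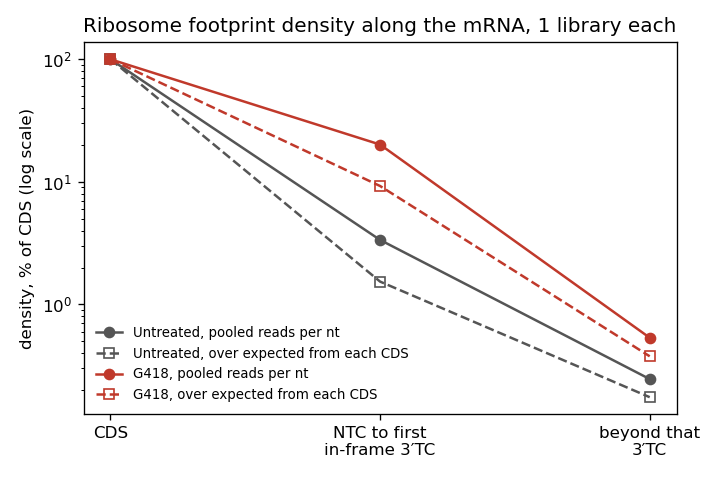
Ribosome density in the CDS, between NTC and first in-frame 3′TC, and beyond that 3′TC, as a percent of CDS density (y axis, log scale) in the 1 untreated and 1 G418 library over 2721 transcripts; filled points are pooled reads per nt and open points are reads over those expected from the CDS density of each transcript. Pooled density between NTC and 3′TC sits at 20.1% in G418 and 3.36% in the untreated library, and falls to 0.535% and 0.246% beyond the 3′TC. The region beyond runs to the end of the 3′UTR.

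Readthrough was then compared between stop codons within each library. The set held 949 UAA, 661 UAG and 1409 UGA transcripts. In the G418 library the median RRTS was 0.0548 for UAA (95% order-statistic interval 0.0471 to 0.0629), 0.0995 for UAG (interval 0.0834 to 0.111) and 0.159 for UGA (interval 0.148 to 0.171). A UGA transcript exceeded a UAA transcript with a probability of 0.676 (bootstrap 95% interval 0.655 to 0.698) and a UAG transcript with a probability of 0.608 (interval 0.581 to 0.633). A UAG transcript exceeded a UAA transcript with a probability of 0.581 (interval 0.554 to 0.610). Among random lists matched on CDS density, the UGA median lay at percentile 100, the UAG median at percentile 8.54 and the UAA median at percentile 0. At the highest read minimum tried the UAG median was 0.0999, almost unchanged, but its percentile among the random lists moved to 73.1.

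In the untreated library the median RRTS was 0 for every stop codon, so the classes were compared by their means. The mean RRTS was 0.0304 for UAA (bootstrap 95% interval 0.0238 to 0.0378), 0.0222 for UAG (interval 0.0174 to 0.0283) and 0.0513 for UGA (interval 0.0436 to 0.0601). A UGA transcript exceeded a UAA transcript with a probability of 0.539 (interval 0.519 to 0.559) and a UAG transcript with a probability of 0.561 (interval 0.541 to 0.583). The probability that a UAG transcript exceeded a UAA transcript was 0.478 (interval 0.455 to 0.501), an interval that includes 0.5. The order of UAG and UAA thus differed between the libraries in these point values, and the difference between libraries was not tested.

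The nucleotide after the stop codon, at +4, was compared in the same way. In the G418 library a transcript with C at +4 exceeded one with another nucleotide with a probability of 0.607 for UAA (bootstrap 95% interval 0.562 to 0.652), 0.592 for UAG (interval 0.538 to 0.641) and 0.627 for UGA (interval 0.589 to 0.666). The 270 UGA transcripts with C at +4 had a median RRTS of 0.247 and a mean of 0.363 in G418. In the untreated library C at +4 went with a higher RRTS after UGA, with a probability of 0.600 (interval 0.562 to 0.635), and the mean of UGA with C was 0.104. After UAG the probability was 0.506 (interval 0.467 to 0.544), which includes 0.5. After UAA it was 0.451 (interval 0.419 to 0.488), below 0.5.

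**Figure D2:**
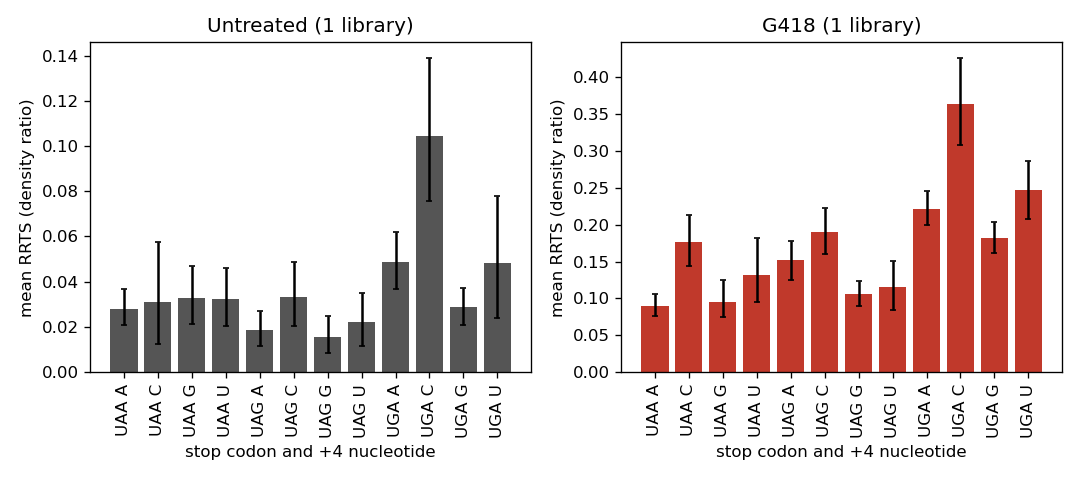
Mean RRTS (y axis, density ratio) of transcripts by stop codon and +4 nucleotide (x axis) in the 1 untreated library (left) and the 1 G418 library (right), with bootstrap 95% intervals over transcripts as error bars; the y axes differ. UGA followed by C has the highest mean in both, 0.104 in the untreated library and 0.363 in G418.

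The stop codon and the +4 nucleotide together explained 3.02% of the variance in RRTS ranks in the untreated library (bootstrap 95% interval 2.09% to 4.76%) and 10.5% in G418 (interval 8.62% to 12.9%). The stop codon alone explained 1.13% in the untreated library (bootstrap 95% interval 0.474% to 2.07%) and 7.54% in G418 (interval 5.81% to 9.40%). The +4 nucleotide alone explained 0.359% in the untreated library (interval 0.105% to 1.02%) and 2.04% in G418 (interval 1.18% to 3.32%). The ranks of the untreated library carry many ties at 0.

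Of the genes the study drew, the heat shock gene HSPA1B has its UAG stop codon in exon 1 of 1 on hg38 chromosome 6, at 31829874 to 31829876. Its RRTS was 0.0191 in the untreated library, from 7 reads between NTC and 3′TC, and 0.317 in G418, from 156 reads. HSPA1B shares most of its CDS with a near-identical copy, so its read numbers are uncertain. APRT has its UGA stop codon in exon 5 of 5 on chromosome 16, at 88809698 to 88809700, and the reference reads TGACCACAGGGCCTC from there. It has no in-frame 3′TC, so its region was the whole 3′UTR after the inset. Its RRTS rose from 0.00340 to 0.112, with 2 reads in the untreated library and 96 in G418. HIST1H4J, on chromosome 6 with its UGA at 27824434 to 27824436, also has no in-frame 3′TC. It had 0 3′UTR reads in the untreated library and 37 in G418, an RRTS of 0.158, with the same uncertainty of histone copies. SELENOH, on chromosome 11 with its UAG at 57742215 to 57742217, had 0 and 1 reads between NTC and 3′TC, too few to show a change. The paper drew it for its internal UGA codon, which was not examined here. ATF4, on chromosome 22 with its UAG at 39522600 to 39522602, had 0 in both libraries, with 73 and 149 CDS reads.

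The 5 highest RRTS values in G418 among transcripts with at least 50 reads in the region belonged to MZT1, XRCC6, CDIPT, ID3 and AMD1. MZT1, on chromosome 13 with its UGA at 72710322 to 72710324 in exon 3 of 3, had an RRTS of 1.04 in G418 (95% interval from Wilson bounds 0.795 to 1.36) and 0.110 in the untreated library. XRCC6, on chromosome 22 with its UGA at 41663813 to 41663815, had 0.685 in G418 and 0.101 untreated. CDIPT, on chromosome 16 with its UGA at 29859189 to 29859191, had 0.672 and 0.178. ID3, on chromosome 1 with its UGA at 23558960 to 23558962 in exon 2 of 3, had 0.656 and 0.148. The stop codons of these 4 transcripts were UGA with C at +4: the reference reads TGACTTTCTGGAGAA in MZT1, TGACCAGAGGCCGCG in XRCC6, TGACGCTGGAGCCCC in CDIPT and TGACTCGGCCGTGTC in ID3. AMD1, on chromosome 6 with its UGA at 110893614 to 110893616 in exon 9 of 9 and U at +4, had 0.538 in G418 (interval 0.402 to 0.721) and 0.459 in the untreated library (interval 0.267 to 0.790). Relative to CDS reads, its 54 reads in G418 and 15 untreated reads were not told apart (Fisher's exact test, p = 0.758). CDS reads also rose, from 84 in the untreated library to 258 in G418, so a similar ratio does not mean level region reads. The paper describes a ribosome stall at the 3′TC that closes the AMD1 region, with a larger peak under G418. Reads of that stall count in the region, so the RRTS of AMD1 cannot be taken as readthrough alone.

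CDS reads were compared between the libraries over 3359 transcripts. The log2 fold change had a median of -0.09 and a standard deviation of 0.186 across transcripts. With the authors' scaling no transcript reached a 2-fold change: 0 were at least 2-fold higher in G418 and 0 at least 2-fold lower. The number at least 2-fold higher was 1 with a pseudocount of 0.05, with DESeq2 size factors and with TMM, and 10 at 64 summed reads. At 1.5-fold, 15 were higher and 4 lower. In all, 1044 transcripts were higher and 2315 lower, a split that became 1404 and 1955 with DESeq2 size factors and with TMM. The largest rise was AMD1 at a log2 fold change of 0.997 (interval for counting error 0.64 to 1.35), from 84 CDS reads in the untreated library and 258 in G418. The next rises were AKT1S1 at 0.71, UBE2D2 at 0.67, APH1A at 0.66 and HES4 at 0.65. The largest falls were DPYSL2 (chromosome 8, 26577843 to 26658178) at -0.74, SUCLA2 at -0.66, ACTA1 at -0.65, NDUFA1 at -0.61 and ATG4B at -0.57. ACTA1 has near-identical paralogs, and its reads are uncertain.

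**Figure D3:**
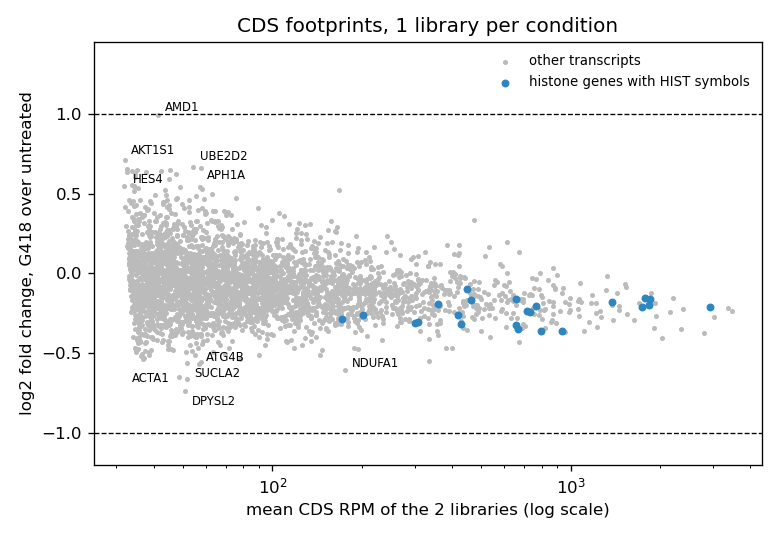
Log2 fold change of CDS RPM, G418 over untreated (y axis), against mean CDS RPM of both libraries (x axis, log scale) for 3359 transcripts, with 1 library per condition; blue points are the 23 histone genes with HIST symbols and dashed lines mark a 2-fold change. AMD1 sits just under the upper line at 0.997 and these histone genes lie between -0.36 and -0.10.

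Gene groups that the study singled out were placed among random lists matched on CDS reads. The 23 histone genes whose symbols begin with HIST, the set fixed in advance, had a median log2 fold change of -0.24, against -0.16 for the median random list, at percentile 0.255. All 23 were negative, between -0.36 and -0.10, and all 23 stayed negative with DESeq2 size factors and with TMM. Matched on CDS length and expression in 10 groups each, the histone median was at percentile 2.58, among lists drawn from 156 transcripts that include the histone genes. Histone genes with other symbols, looked at after their values were seen, did not all fall. With the authors' scaling, H2AFV was at 0.39, H3F3C at 0.08 and H1FX at 0.04. H3F3B was at -0.08, H3F3A at -0.11, H2AFX at -0.11, H2AFZ at -0.25, H2AFY2 at -0.29 and H2BFS at -0.32. The histone copies share reads. The 15 chaperone and foldase genes had a median of 0.00 (0.06 with either scaling), against -0.12 for the median random list, at percentile 99.4. Over the 17 such genes with at least 64 summed reads the median was -0.01, at percentile 97.2, inside the middle 95% of random lists. The 7 selenoprotein genes had a median of -0.01, which became 0.04 with either scaling, at percentile 75.4, inside that range. Over the 12 selenoprotein genes with at least 64 summed reads the median was 0.09, at percentile 97.4, just inside it. These percentiles describe these libraries only.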

Values the study reported

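The study reported that 3′UTR ribosome density in G418-treated cells kept 20% of the CDS density. It stated that over 90% of mRNAs carry at least one in-frame stop codon in the 3′UTR.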

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

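The choices in these alternatives were made before the data were examined, except those named as added here or in the account of the processing. The rise of the 3′UTR share and the fall of the 5′UTR share in G418 kept their direction under every alternative run. As a median over transcripts the 3′UTR difference was 0.835 percentage points. The count of transcripts with higher readthrough in G418 stayed within 1.5 times of 286 and the count of lower ones stayed at 0 in each of the 4 alternatives run. The share of transcripts called was less stable: it rose from 9.47% to 28.1% (200 of 713) at the higher read minimum in both libraries, and was 6.46% at an adjusted p under 0.01. The probability that UGA exceeds UAA or UAG stayed above 0.5 in both libraries throughout. For the changes below, the cause was not tested.

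At the higher read minimum in both libraries, RRTS above 0 was found for 49.4% of transcripts in the untreated library and 89.1% in G418, the median RRTS in G418 was 0.0919 and the density ratio beyond the 3′TC in G418 was 0.0373. The probability for C at +4 was 0.491 after UAA and 0.454 after UAG in the untreated library, the latter with a reversed direction, and 0.579 after UAA in G418. Each of these intervals includes 0.5, so the higher RRTS of C after UAA in G418 was not shown there, and the reversal after UAG is between values not told apart from 0.5. The mean RRTS of UGA minus UAA in the untreated library was 0.00560 with an interval that includes 0, while the UGA median moved to percentile 99.8. In G418 the percentile of the UAG median moved to 73.1, while the median itself was 0.0999, against 0.0995 in the main set. The random lists therefore changed, not the UAG value. A UGA transcript still exceeded a UAG one with a probability of 0.617, and a UAG transcript a UAA one with 0.622. Both intervals lay above 0.5. The stop codon explained 12.4% of rank variance in G418, and 17.4% together with the +4 nucleotide. With the read minimum applied to the sum of both libraries, RRTS above 0 was found for 29.9% and 74.8%.

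With at least 60 nt to the 3′TC, those shares were 37.5% and 85.0%, the stop codon explained 10.9% in G418 and 15.8% together with the +4 nucleotide, and the probability for C at +4 was 0.456 after UAA in the untreated library and 0.575 after UAG in G418, each with an interval that includes 0.5. Thinning the G418 library gave a median RRTS of 0.0969 and RRTS above 0 in 70.9%, so depth accounts for part of that share but leaves it above the untreated 32.0%.

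Leaving out transcripts with RRTS 0 gave medians of 0.0537 untreated and 0.154 in G418. The +4 nucleotide then explained 3.34% and 5.36% of rank variance, the stop codon 1.65% and 8.02%, and both factors together 6.57% and 15.1%. In the untreated library the order of the factors thus changed, with the +4 nucleotide above the stop codon. The probability for C in the untreated library was 0.451 after UAA, with an interval that includes 0.5, and 0.648 after UAG, with one that does not. The UAG median fell to percentile 0.975 untreated and 0 in G418. Ranking class means, an added alternative, gave percentiles of 1.38 for UAA, 0 for UAG and 100 for UGA in the untreated library, and 0 for UAG in G418.

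Pooled density ratios were 0.0332 untreated and 0.194 in G418. Reads over those expected from the CDS density of each transcript, an added alternative, gave 0.0156 and 0.0915, and 0.0408 for the ratio beyond the 3′TC in G418. That ratio was 0.374 untreated and 0.179 in G418 for 3′UTRs with at most 300 nt beyond the 3′TC, 0.00457 and 0.0183 as a median over transcripts with at least 20 reads, and 0.0162 in G418 with the untreated density subtracted. In the median over transcripts with at least 20 reads, the G418 value was the higher one, unlike in the pooled ratio.

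The count of transcripts at least 2-fold higher was 1 with a pseudocount of 0.05 and under both scalings, and that transcript was AMD1, at a log2 fold change of 1.01, 1.05 and 1.05. It was 10 at 64 summed CDS reads. The median log2 fold change was -0.038 with DESeq2 size factors and with TMM, -0.0626 at 64 reads and -0.132 at 1000 reads. Chaperone and foldase genes moved to percentile 97.2 at 64 reads, where the selenoprotein genes moved to percentile 97.4, close to the edge of the middle 95% of random lists. Under these alternatives the other results in the gene set comparison kept their side of that range. Matched on CDS length and expression in 10 groups each, the histone median moved to percentile 2.58, just inside it. The random lists of that matching could include the histone genes, so it decides nothing.

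Apart from the results above, alternatives were run for the UTR shares of single libraries, the median RRTS of single stop codons, the mean RRTS of UGA with C, and the RRTS and CDS fold change of named genes. For these, 31 values moved beyond their interval and 107 did not. Among those that moved, the 3′UTR shares were 0.294% and 1.20% without the 50 transcripts with most 3′UTR reads. The mean RRTS of UGA with C was 0.0513 untreated and 0.253 in G418 at the higher read minimum in both libraries. It was 0.0615 and 0.281 with at least 60 nt to the 3′TC. Leaving out transcripts with RRTS 0 gave 0.215 and 0.436. With the G418 library thinned, this mean did not move beyond its interval. No paired analysis was possible because each group had 1 library.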

Other observations

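The tests of EDARADD against the other 3′UTR reads, of short 5′UTRs, of UGA CUA transcript by transcript, of fold change against expression and of histones matched on expression together with length or G+C content were chosen after the results were seen. EDARADD itself was chosen after its values were seen.

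EDARADD, on hg38 chromosome 1 from 236395413 to 236484930, had 8 CDS reads in each library but 761 3′UTR reads in the untreated library and 985 in G418. That was 11.8% of untreated 3′UTR reads on the transcripts in both tables and 2.86% in G418, and 0 of them lay between NTC and 3′TC. The annotation places the processed pseudogene ENO1P1 at 236483165 to 236484468, inside the 3′UTR in exon 6 of EDARADD. Of the 28 nt windows of this 3′UTR, 10.6% occur exactly in an ENO1 CDS, against 0.699% of the windows of other 3′UTRs that occur in the CDS of any other gene. EDARADD 3′UTR RPM changed by a factor of 0.849 from untreated to G418 (interval for counting error 0.772 to 0.933), while all other 3′UTR reads rose by a factor of 3.86 and ENO1 CDS reads changed by 0.772. A candidate explanation is that ENO1 reads, or reads of the pseudogene itself, were placed there. The change does not follow that of other 3′UTRs, which goes against readthrough as the source. Which locus the reads came from was not tested. The authors' methods describe a filter on UTRs that overlap annotated pseudogenes, and EDARADD was in both tables. The pseudogene was located in GENCODE version 44. Whether version 30, which the authors used, annotates it was not checked. Without EDARADD the 3′UTR share was 0.310% in the untreated library and 1.28% in G418.

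The concentration of untreated 3′UTR reads over transcripts was also measured. The 50 transcripts with most of them held 28.6% of untreated 3′UTR reads, which includes the 11.8% on EDARADD. The share without EDARADD was not computed, so concentration in other transcripts was not shown. The 50 with most 3′UTR reads in G418 held 16.9% of G418 3′UTR reads, and 19 transcripts were in both lists. The untreated library has fewer 3′UTR reads, which by itself can raise such a share, and this was not corrected for. Sequence shared with other genes is not a general account of the untreated list: 16.3% of the 50 share a 28 nt window with the CDS of another gene (8 of 49 with a sequence), against 19.6% of the rest. No biological explanation was tested.

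In transcripts with no 5′UTR left after the inset, 5′UTR reads looked like a copy of the whole mRNA. RPS3 had 5363 5′UTR reads and 4783 CDS reads in the untreated library. Among transcripts with at least 20 CDS reads, 5′UTR reads exceeded CDS reads in 97.0% of those with a length of 0 or below (32 of 33), and in 1.04% of the others. A region boundary that runs past the start of the transcript may produce this in the counting, which would make those 5′UTR reads a technical product.

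UGA followed by C at +4 had the highest mean RRTS in both libraries. Matched on expression and region length together, its mean lay at percentile 100 of random lists in both libraries, so neither measure accounts for it. UGA-C 3′UTRs were richer in G+C, with a median of 47.6% against 40.7%. Within each of 3 equal groups by 3′UTR G+C content, the probability that a UGA-C transcript exceeded another was at least 0.580 in both libraries, above the 0.55 set in advance. A hypothesis in these data is that the effect is one of the stop codon context. Placement of shared reads and variation between libraries were not tested for it.

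Whether UA at +5 and +6 raises untreated readthrough after UGA C was tested on the 5 UGA CUA transcripts of the set: LDHB, LMAN1, MDH1, NUBP2 and TTC4. Their mean RRTS in the untreated library was 0.205, at percentile 88.4 among random lists of 5 UGA-C transcripts, and in G418 it was 0.465, at percentile 79.0. By their mean they were not separated from other UGA-C transcripts at this depth. Each of the 5 was above 0 in the untreated library, between 0.0248 and 0.417, while 48.5% of all UGA-C transcripts were above 0. Their ranks were not compared, so the mean alone does not show that UA has no effect. Their pooled RRTS minus that of the 255 other UGA-C transcripts was -0.0220 in the untreated library, with a bootstrap 95% interval of -0.0592 to 0.128, and -0.381 in G418, with an interval of -0.501 to -0.0672. The pooled values decide nothing here: in G418 the pooled RRTS of the 5 was 0.133, while each of them lay between 0.342 and 0.557, so the pooled value does not stand for its members. LDHB alone had an RRTS of 0.417 in the untreated library and 0.512 in G418, from 42 and 62 reads, and the reference there reads TGACTAGTGAGCTCT.

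RRTS fell with the length of the region. In G418 the pooled RRTS of the 25% of transcripts with the longest regions was 0.584 times that of the 25% with the shortest (bootstrap 95% interval 0.470 to 0.732), and mean RRTS fell from 0.237 to 0.141. In the untreated library the fall was steeper, with a pooled RRTS 0.291 times as high (interval 0.210 to 0.406) and a mean RRTS that went from 0.0606 to 0.0230. Ribosomes paused at the 3′TC, which the region includes, could add a fixed number of reads and so weigh more in short regions. Loss of ribosomes along the region predicts the same fall, and these tables cannot tell them apart. Why the fall differs between the libraries was not tested.

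How transcripts are pooled changes the density between NTC and 3′TC. Pooled, the share in G418 was 19.4%, and the mean RRTS was 0.178. Weighted by the CDS density of each transcript, the share in G418 was 9.15%. That is lower than the value quoted from the study above, while the pooled share and the mean RRTS are close to it. The quoted value is another measure, taken over a fixed window after the NTC whether or not a 3′TC lies in it, with each transcript scaled to its own CDS density.

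CDS fold changes varied more than counting error gives. Their variance was 2.13 times the counting variance, with a standard deviation of 0.186 against 0.127. Counting error alone is also not enough for AMD1: the percent of 1000 simulated library pairs with no change whose largest rise was as high was 0, and the highest simulated rise was 0.74. For DPYSL2, 9.50% of simulated pairs had some transcript with a fall as deep, so counting error was not excluded for it. That test takes the deepest fall of any transcript, whatever its read number, so it does not judge falls of genes with more reads. The counting-error intervals of the 5 named falls ended at -0.29 or lower, below the overall median of -0.09. Those 5 were picked as the deepest of 3359. Variation between libraries of one group was not tested for any of them.

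The log2 fold change fell with expression, with a Spearman correlation of -0.21 across 3359 transcripts, which are not independent replicates. The 10% of transcripts with the lowest expression had a median of -0.03 and the 10% with the highest -0.17. Collapse of identical reads removes more from abundant positions of a deeper library and is a candidate explanation that these tables cannot test.

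The histone genes with HIST symbols have short CDSs and many reads, and either may lower the fold change. Matched on CDS length, the histone median was at percentile 0.445 of random lists, and matched on CDS G+C content at percentile 0.005. Matched on expression too, in 5 groups of each measure, it was at percentile 0.805 with length and 0.25 with G+C content. In 10 groups each of length and expression it was at percentile 2.58, just inside the middle 95% of random lists, with a random median of -0.18. These lists were drawn from 156 transcripts that include the 23 histone genes, which pulls the random lists toward the histone median. This matching therefore cannot decide whether short CDS and high expression together account for the low reads. Reads shared between histone copies were not tested, so a biological source cannot be told apart from them either.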
